A study of Homo sapiens with 3 samples. Its data were reported in "Targeting PIKfyve-driven lipid metabolism in pancreatic cancer" (2025).

How the data were processed

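The screen was made in MIA PaCa-2, an established cell line from a human pancreatic ductal adenocarcinoma, with a pooled lentiviral library of guide RNAs against metabolic genes. After puromycin selection, cells were collected at day 0 as the initial population, or were grown for 14 days with the solvent DMSO or with apilimod, an inhibitor of the lipid kinase PIKfyve, before genomic DNA was extracted and the integrated guide sequences were amplified and sequenced. The sample labels give the apilimod concentration as 200 nM. The study's methods give another concentration for the 14-day arm, so the concentration is open here. The study also describes a screen at a higher concentration, which was not analysed here.

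The deposited values were raw read counts per guide, made by the authors. According to their methods and the submitters' processing notes, reads were trimmed to the guide sequence with cutadapt 4.1, aligned with Bowtie2 2.4.5 to a reference of the library's guides inside vector sequence, and counted with MAGeCK 0.5.9.5. bcl2fastq is also named in the processing notes, with no version. Both reads of a pair were trimmed separately and then combined. The guides carry no molecular identifiers, so counts are PCR copies and not independent cells. The deposited table of the whole series and the per-library files held the same counts, with 0 values that differed. No filter had been applied to the files, which list guides at 0 counts.

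There was 1 library per group and 3 libraries in all. No spread between cultures could be measured, and every test below compares these libraries, not the conditions. Count models with a dispersion estimate have no residual degrees of freedom in such a design and were not used. The libraries held 24695476 counts (initial population), 26276517 (DMSO) and 25599416 (apilimod).

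The filters and gene scores followed the study's methods. The scaling differed from them in its reference list and in taking the median of gene scores over that list, where the study's methods name guides. Guides had to reach 100 counts at day 0, which took out 1630 of 30197 guides, and genes had to keep at least 6 guides. After both filters 28042 guides against 2969 genes remained, with a median of 10 guides per gene, beside 487 control guides that target intergenic sequence. A pseudocount of 1 was added to each count, the sum was divided by the library total, and the log2 change of each guide was taken against the initial population. The gene score was the mean over the gene's guides. Its SD is over guides, which measures the differences between guides within a library. For the comparison of apilimod with DMSO, gene scores in each arm were scaled so that the control guides had a median of 0 and a reference list of genes had a median of -1. The difference of the scaled scores, apilimod minus DMSO, was centred and divided by its SD over all genes to give a z score.

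The plan made before the data were examined took the aminoacyl-tRNA synthetases as the -1 reference. The library held 0 of the 38 symbols of that list, so the alternative named in the same plan, a list of nucleotide synthesis genes of which 24 were measured, became the reference. The reference medians were -1.68 on the log2 scale in DMSO and -1.85 in apilimod.

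Each gene's guides were compared with the control guides by an exact two-sided rank-sum test, with ties at mid-rank and the rank sum taken to the whole number nearer to its null mean. P-values were adjusted over all genes by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. For apilimod against DMSO the test and the counts of guides above or below the control median used each guide's scaled difference, while the log2 ratios printed beside them are unscaled. Lower and higher refer to the control guides of the same libraries. The test was tested on simulated data in which guides drifted as the control guides had and known genes were changed. Unchanged genes thus followed the control guides by design. The simulation therefore cannot count calls made where gene-targeting guides drift unlike the control guides. In the simulated comparison of apilimod with DMSO over 2969 genes, 85.9% of 99 genes lowered by 1 on the log2 scale were recovered, as were 98.0% of 49 genes lowered by 2 and 50 of 50 genes raised by 1, with 15 of 2747 unchanged genes called. In the simulated DMSO comparison all 99 genes lowered by 1 were recovered, and 84.8% of 99 in the simulated apilimod comparison.

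A total of 33 gene lists was fixed before the data were examined, 32 of which had measured members. Each list's median z was set against 10000 random lists of the same size, matched in deciles of the mean initial count, and is given as a percentile. The genes named in the text follow a rule fixed at the same time. For each arm against the initial population they are the 8 genes of lowest and the 4 of highest score among called genes with at least 75% of their guides on the same side of the control median. For apilimod against DMSO they are the 10 lowest and the 10 highest z under the same condition, or fewer where fewer passed, any called member of a list, and, whatever their values, PIKFYVE and the genes the study named from its screens. Genes named outside the rule are said to be so, and not every gene that the rule takes is described.

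Gene positions come from GENCODE release 44 on hg38, the build named in the submitters' processing notes, and are 1-based. Of the symbols, 2971 were matched, older ones through RefSeq synonyms, and 7 were not. Guide positions and sequences were not used. GC content is that of the gene's coding exons. Python 3.11.15 was used with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. The alternatives covered the count minimum, the number of guides per gene, the pseudocount, the normalization, the gene score, the test and its null guides, the scaling and its reference, leaving out each gene's most extreme guide, thinning to the lowest library total, and the GC and abundance of guides.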

Results

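Guide abundances were measured in 3 pools of MIA PaCa-2 cells that carried a knockout library of 2978 metabolic genes, with 1 library from the initial population, 1 after 14 days in DMSO and 1 after 14 days in apilimod. The label gives 200 nM of apilimod, although the study's methods state another concentration for this arm. The libraries held 24695476, 26276517 and 25599416 counts in that order. Of the 30197 guides listed, 72 were at 0 counts in the initial population, 263 in DMSO and 306 in apilimod, and the median guide had 651, 663 and 655 counts. The Gini indices of the 3 libraries were 0.421, 0.454 and 0.446. Control guides had a median log2 change of 0.14 in DMSO and 0.22 in apilimod, with SDs over 487 guides of 0.40 and 0.73, so the spread was larger in apilimod. No replicate check exists for any difference given here.

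The DMSO library shows which metabolic genes these cells needed for growth in culture. The most depleted genes included CAD and DHODH, which catalyse early steps of de novo pyrimidine synthesis, with mean log2 changes of -4.36 ± 2.71 (SD, n = 10 guides) and -3.69 ± 2.63 (SD, n = 9 guides). DTYMK, the thymidylate kinase, was at -4.00 ± 2.75 (SD, n = 8 guides) and SCD, the stearoyl-CoA desaturase, at -3.82 ± 2.98 (SD, n = 6 guides). Next came CDIPT, which makes phosphatidylinositol (-3.51), the oxidoreductase NDOR1 (-3.42), the glycolytic kinase PGK1 (-3.12) and ATP6V0C, a subunit of the vacuolar proton pump (-3.12). For these 8 genes every guide lay below the control median, with Benjamini-Hochberg adjusted p-values of the exact rank-sum test from 5.99e-17 for ATP6V0C to 3.67e-09 for PGK1. In all, 560 of 2969 genes were lower than the control guides and 25 were higher (exact two-sided rank-sum test, Benjamini-Hochberg adjusted p under 0.05).

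By list, the genes lower in DMSO were counted without a test between lists. In the nucleotide synthesis list 18 of 24 measured genes were lower, in complex I of the respiratory chain 24 of 36, in complexes III and IV 21 of 30, in the V-ATPase list 16 of 25 and in heme and iron-sulfur cluster synthesis 15 of 21. In mitochondrial fatty acid and lipoate synthesis 8 of 9 were lower. In fatty acid synthesis 3 of 11 were lower, in elongation and desaturation 1 of 12 and in cholesterol synthesis 8 of 22. Among genes that rose, NCEH1, a cholesteryl ester hydrolase, had a mean log2 change of 0.86 ± 0.41 (SD, n = 10 guides), the glucose transporter gene SLC2A3 0.71 ± 0.40 (SD, n = 10 guides), the potassium channel gene KCNQ3 0.63 ± 0.26 (SD, n = 8 guides) and ELOVL1, a fatty acid elongase, 0.62 ± 0.70 (SD, n = 10 guides). Between 8 and 10 guides of each lay above the control median, and the adjusted p-values ran from 4.33e-06 for NCEH1 to 0.015 for ELOVL1 (exact rank-sum test, Benjamini-Hochberg). The call of ELOVL1 ended in 5 of 15 alternatives, with scores from 0.01 to 0.95. That of SLC2A3 ended in 3 of 15, that of KCNQ3 in 3 of 14 and that of NCEH1 in 2 of 15. With all guides of the library in place of the control guides as the null, 126 genes were lower and 0 higher.

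After 14 days in apilimod, ATP6V0C reached -3.96 ± 2.51 (SD, n = 10 guides) and DTYMK -3.89 ± 2.70 (SD, n = 8 guides). SDHA, the catalytic subunit of succinate dehydrogenase, was at -3.34 and NDOR1 at -3.32, followed by GMPPB and ALG1, which serve protein glycosylation, at -3.22 and -3.21, and by PGK1 and SCD, both at -3.15. ALG1 had an SD of 3.98 over 9 guides, of which 7 lay below the control median, and the highest adjusted p of these 8 genes, 0.0361 (exact rank-sum test, Benjamini-Hochberg). Of 2969 genes, 862 were lower than the control guides and 7 higher by the same test and adjustment. The highest mean changes belonged to SLCO1B7 at 1.10 ± 0.73, NCEH1 at 1.01 ± 0.65, DERA at 0.93 ± 0.69 and GYS2 at 0.88 ± 0.66 (SD, n = 10 guides each), with 9 or 10 guides above the control median and adjusted p-values from 0.000579 to 0.00819 (exact rank-sum test, Benjamini-Hochberg).

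In apilimod, 7 of 11 fatty acid synthesis genes were lower than the control guides, as were 6 of 12 genes of elongation and desaturation, 6 of 12 of sphingolipid synthesis to ceramide and 6 of 7 of the pentose phosphate pathway. Complex I had 28 of 36 genes lower, glycolysis 15 of 20 and N-glycosylation 20 of 26. The median of all gene scores lay 0.26 below the control median in apilimod and 0.17 below it in DMSO. With all guides of the library as the null, 112 genes were lower in apilimod and 1 was higher. Control guides with at least 100 and under 200 initial counts had a median log2 change of 1.91 in apilimod and -0.06 in DMSO (n = 20 guides), while gene-targeting guides in this range had medians of 0.21 and -0.02 (n = 2216 guides), so the null itself differed between the arms.

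The direct comparison of apilimod with DMSO asks which knockouts cost more, or less, when PIKfyve is inhibited. The lowest z among the called genes belonged to FASN, SLC25A1 and ACACA, which act in de novo fatty acid synthesis. FASN, the fatty acid synthase, had the lowest z of all genes, -6.62, with a log2 ratio of apilimod to DMSO of -1.90 ± 1.04 (SD, n = 8 guides) and 8 of 8 guides below the control median (exact rank-sum test, Benjamini-Hochberg adjusted p = 1.3e-06). SLC25A1, the mitochondrial citrate carrier, had a z of -4.83 and a log2 ratio of -1.42 ± 1.31 (SD, n = 10 guides), with 9 guides below the control median (exact rank-sum test, Benjamini-Hochberg adjusted p = 0.0104). ACACA, the acetyl-CoA carboxylase that commits carbon to this pathway, had a z of -4.62 and a log2 ratio of -1.37 ± 0.93 (SD, n = 7 guides), and 6 guides lay below (exact rank-sum test, Benjamini-Hochberg adjusted p = 0.0393). The call of ACACA ended in 7 of 15 alternatives, among them a minimum of 30 initial counts with a z of -2.92 and no minimum with -2.81, that of SLC25A1 in 5 of 17, and that of ELOVL1 in 2 of 17. ELOVL1, an elongase of very-long-chain acyl-CoA, had a z of -3.93 and a log2 ratio of -1.04 ± 0.50 (SD, n = 10 guides), with every guide below (exact rank-sum test, Benjamini-Hochberg adjusted p = 1.3e-06). In DMSO the scores of FASN, SLC25A1 and ACACA were 0.07, -0.17 and -0.27 and were not called, while all 3 were lower than the control guides in apilimod, at -1.83, -1.58 and -1.64. ELOVL1 was called higher than the control guides in DMSO, at 0.62, and lower in apilimod, at -0.42.

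**Figure D1:**
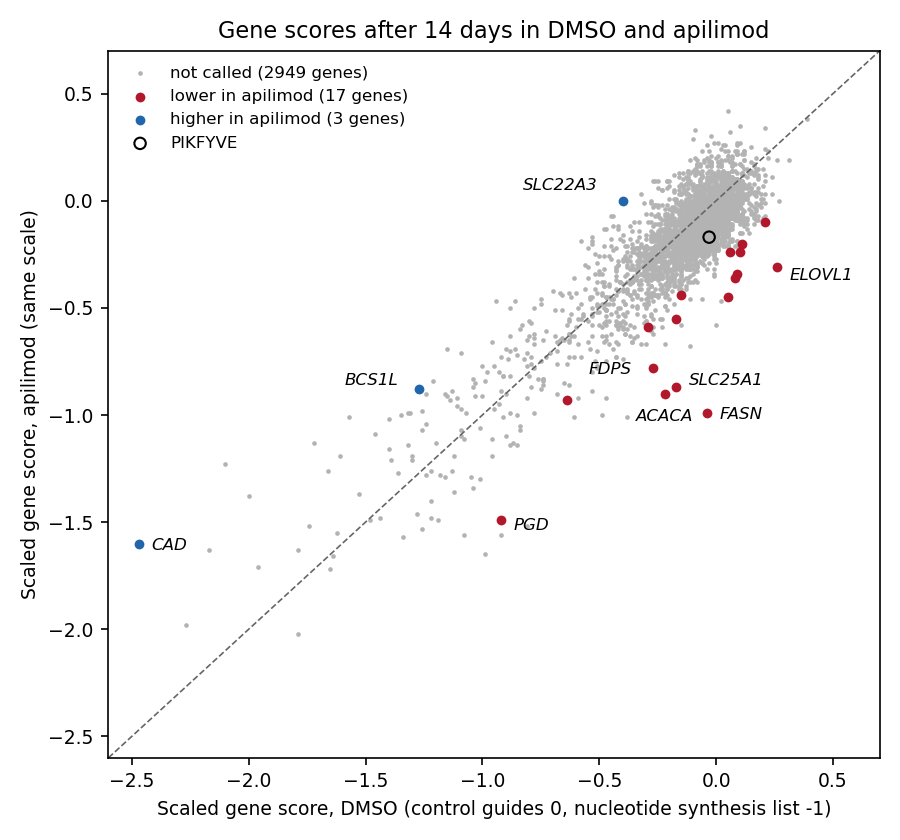
Scaled gene scores of 2969 genes after 14 days in DMSO (x axis) and in apilimod (y axis), where 0 is the median control guide and -1 the median of the nucleotide synthesis list in each arm. Red points are the 17 genes lower and blue points the 3 genes higher in apilimod by the guide test, the dashed line marks equal scores, the open circle is PIKFYVE, and FASN lies far below the line while CAD lies above it.

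In hg38, FASN lies on chromosome 17 from 82078338 to 82098294, ACACA on chromosome 17 from 37084992 to 37406836, SLC25A1 on chromosome 22 from 19175581 to 19178739, each on the minus strand, and ELOVL1 on chromosome 1 from 43363398 to 43368074, also on the minus strand. Guides of FASN summed to 2971 counts in the initial population, 3941 in DMSO and 1107 in apilimod. Those of ACACA summed to 6316, 6475 and 2322 counts in the same order. Those of ELOVL1 summed to 6315, 11620 and 5337 counts.

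Genes outside fatty acid synthesis were lower as well. FDPS, the farnesyl diphosphate synthase, had a log2 ratio of -1.05 ± 1.27 (SD, n = 10 guides) and MSMO1, a sterol C4-demethylase, -0.80 ± 0.48 (SD, n = 8 guides). PGD, the 6-phosphogluconate dehydrogenase that makes NADPH, was at -1.33 ± 0.77 (SD, n = 10 guides). GPI, which interconverts glucose and fructose phosphates, was at -0.55 ± 0.34 and DLAT, the acetyltransferase of the pyruvate dehydrogenase complex, at -0.75 ± 0.50 (SD, n = 10 guides each). ALOX15B, a lipoxygenase, was at -0.95 ± 0.84 (SD, n = 10 guides) and SLC1A7, a glutamate transporter, at -0.81 ± 0.51 (SD, n = 9 guides). Their Benjamini-Hochberg adjusted p-values from the exact rank-sum test ran from 5.38e-05 for PGD to 0.0188 for ALOX15B and GPI. The call ended in 7 of 17 alternatives for GPI, 6 of 17 for ALOX15B, MSMO1 and DLAT, 5 of 17 for FDPS, 5 of 16 for SLC1A7 and 4 of 17 for PGD. The z of FDPS, -3.48 as reported, ran from -4.49 to -1.0 over its alternatives, and 1 of its guides had a log2 ratio of -4.19. That of PGD, -3.88 as reported, ran from -5.07 to -1.48.

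Fewer genes were less depleted in apilimod than in DMSO. CAD had the highest z, 6.42, with a log2 ratio of 1.26 ± 1.73 (SD, n = 10 guides) and every guide above the control median (exact rank-sum test, Benjamini-Hochberg adjusted p = 0.000629). CAD belongs to the list that sets the -1 of the scale, and its call ended in 3 of 17 alternatives, no scaling among them. Over the 17 its z ran from 1.45 to 8.96. Its adjusted p-values ran from 2.35e-07 to 0.484 over the 17, which used exact rank-sum or permutation tests of guides. SLC22A3, an organic cation transporter, had a log2 ratio of 0.80 ± 0.54 (SD, n = 10 guides), with 10 of 10 guides above, and BCS1L, an assembly factor of respiratory complex III, 0.57 ± 0.67 (SD, n = 10 guides), with 9 guides above. Their adjusted p-values were 0.0155 and 0.0459 (exact rank-sum test, Benjamini-Hochberg), and the call ended in 6 of 16 alternatives for SLC22A3 and in 12 of 17 for BCS1L.

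**Figure D2:**
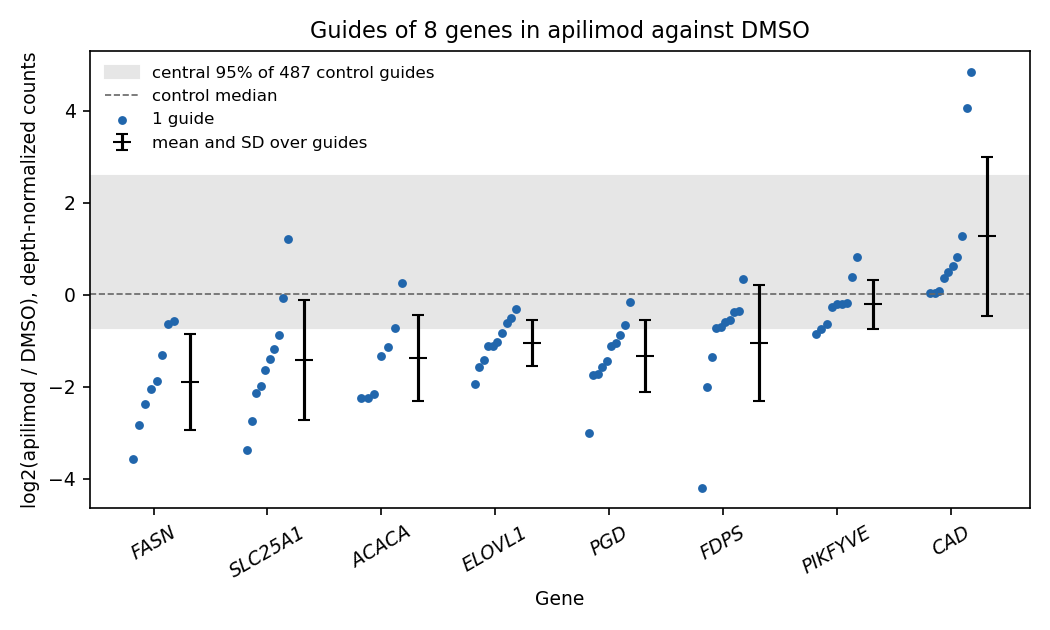
Each blue point is 1 guide, plotted as the log2 ratio of its depth-normalized count in apilimod to that in DMSO (y axis) for 8 genes (x axis), with the mean and SD over the gene's guides in black, the control median as a dashed line and the central 95% of 487 control guides, from -0.73 to 2.59, shaded. Every guide of FASN, ELOVL1 and PGD lies below the control median, and 2 of the 10 guides of CAD stand far above the rest, at 4.06 and 4.85. Ratios are shown before the scaling used for the test.

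In all, 17 genes were lower and 3 higher in apilimod than in DMSO by the exact rank-sum test of guides at an adjusted p under 0.05, and 322 had an unadjusted p under 0.05 where 148 would be expected by chance. Of the 322, 255 were lower and 67 higher. The control guides reached further up than down, with the central 95% of their unscaled log2 ratios from -0.73 to 2.59. The excess over 148 therefore cannot be told apart from the shape of this null. The balance of the calls followed the scaling, with 36 lower and 1 higher without it and 10 lower and 34 higher with N-glycosylation genes as the reference, a setting chosen after the data were seen. Against all guides of the library as the null, FASN alone was lower and CAD and DHODH were higher, and with guides of at least 300 initial counts 9 genes were lower and 1 higher, a setting at which FASN kept too few guides to be scored.

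In the lipid lists fixed in advance, most members were not called. In fatty acid synthesis 3 of 11 measured genes were lower and 0 higher, with 4 lower and 1 higher when adjusted over the list alone, and the median z of -0.67 lay at percentile 3.38 of random lists, within their central 95%, while its mean z lay at 0.03, outside, and the median at 30.7 with guides of at least 300 initial counts. The member higher over the list alone was SCD, with a z of 4.09. In elongation and desaturation 1 of 12 was lower, with 5 adjusted over the list alone, namely ELOVL1, HSD17B12, TECR, FADS1 and ELOVL5, and the median z of -0.78 lay at percentile 1.16. In cholesterol synthesis FDPS and MSMO1 were lower and the remaining 20 were not called, with 2 lower adjusted over the list alone and a median z of -0.04, at percentile 47.5. None of 12 genes of sphingolipid synthesis to ceramide was called, and KDSR and CERS2 were lower when adjusted over the list alone, at z of -2.29 and -1.44. The median z of this list was -0.44, at percentile 9.52. It left the central 95% with the GC and abundance trend removed (2.07) and stayed inside in the other settings, among them 45.7 with a minimum of 30 counts, 18.1 with a minimum of 300 and 23.3 with the N-glycosylation reference.

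Carbohydrate lists went apart. In the pentose phosphate pathway 6 of 7 genes had a z below 0 and the median of -1.11 lay at percentile 0.245. PGD was the called member, and 3 members were lower when adjusted over the list alone. In glycolysis 15 of 20 genes had a z above 0 and the median of 0.78 lay at percentile 99.9, although its called member, GPI, was lower, also when adjusted over the list alone. Without the scaling, the glycolysis median lay at percentile 94.7, and with N-glycosylation genes as the reference that of the pentose phosphate pathway lay at 8.99.

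Of 30 lists other than those the study named, 8 had a median outside the central 95% of random lists, where 1.5 would be expected by chance. The low ones were elongation and desaturation, the pentose phosphate pathway and N-glycosylation, whose median z of -0.69 lay at percentile 0.04 with 0 of 26 genes called over all genes or adjusted over the list alone, and at percentile 68.9 when this list was itself the reference. The high ones were glycolysis, ether lipid synthesis (median z 1.05 over 5 genes), nucleotide synthesis (0.58 over 24 genes), heme and iron-sulfur cluster synthesis (0.63 over 21 genes) and heparan and chondroitin sulfate synthesis (0.52 over 23 genes). Of these, nucleotide synthesis held the called gene CAD, with DHODH also higher and ADSS lower when adjusted over the list alone, and the heme list had 0 called genes, with FDX1 higher and ISCA2 and SLC25A28 lower when adjusted over the list alone. Ether lipid and heparan and chondroitin sulfate synthesis had 0 called genes by either adjustment. Nucleotide synthesis, the list that sets the scale, lay at percentile 51.2 without the scaling, 76.0 matched on the DMSO score and 91.8 with a minimum of 30 counts, and heme synthesis at 25.7, 86.1 and 66.9 in these settings and at 94.3 with a minimum of 300. Of the lists tied to PIKfyve biology, phosphoinositide kinases and phosphatases had a median z of 0.02 (percentile 59.5), lysosomal channels and transporters -0.12 (percentile 31.6) and the V-ATPase 0.27 (percentile 93.3), with 0 called genes in each, also when adjusted over the list alone. The V-ATPase lay above the central 95% of random lists by its mean z, at percentile 98.9, and with N-glycosylation genes as the reference.

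**Figure D3:**
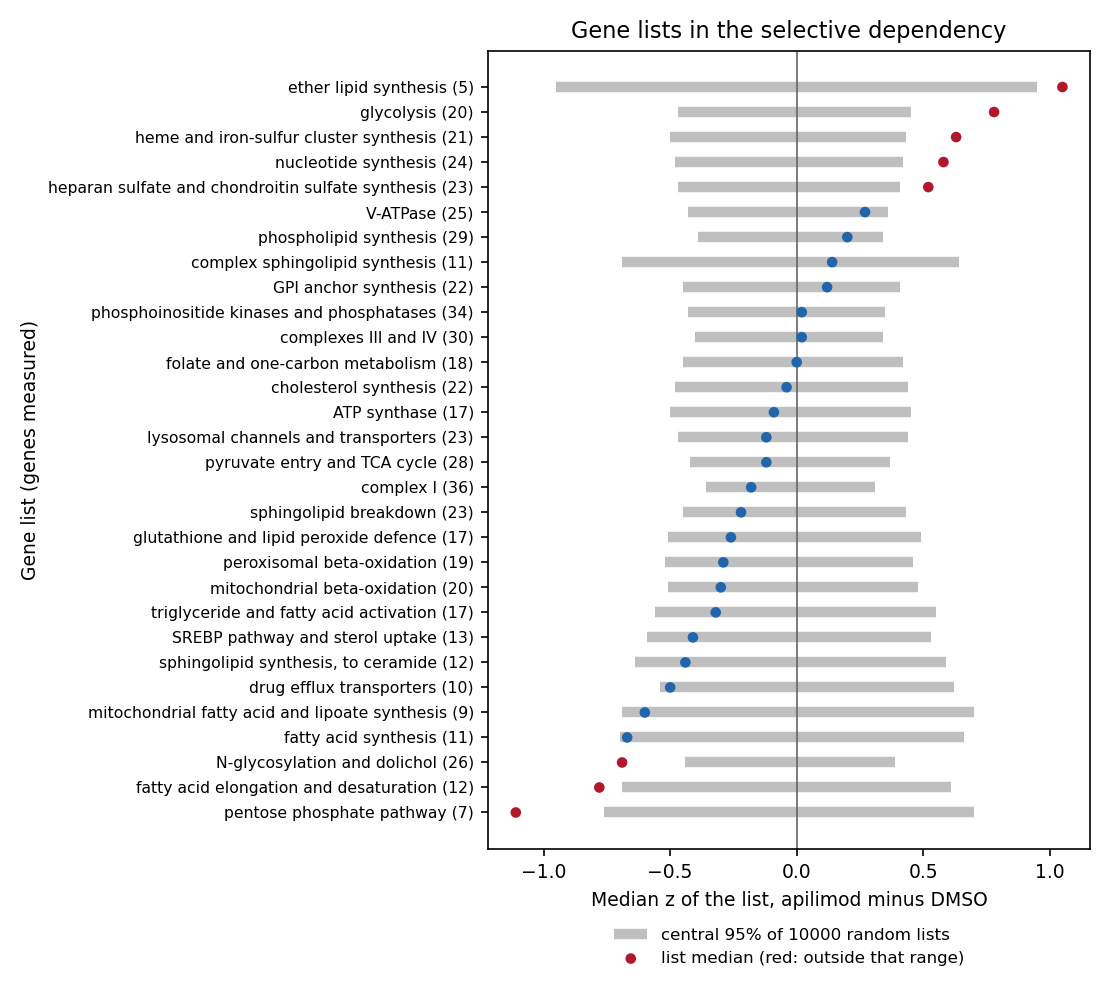
Median z of apilimod minus DMSO (x axis) for 30 gene lists with the number of genes measured (y axis). Points are list medians, red where they lie outside the grey bar, which spans the central 95% of 10000 random lists matched on initial abundance, and the pentose phosphate pathway at -1.11 and ether lipid synthesis at 1.05 are the extremes.

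The genes that the study named from the 14-day screen were chosen on these libraries, so their direction here is not independent evidence. Of 6 genes named from the 14-day screen 4 were lower, and 6 were called when adjusted over the list alone. Of the 14 genes named from either screen, FASN, SLC25A1, ACACA, ELOVL1 and FDPS were lower and the other 9 were not called, while 9 were called when adjusted over the list alone. HSD17B12, a reductase of fatty acid elongation, had a z of -4.31 and a log2 ratio of -1.32 ± 1.80 (SD, n = 7 guides), and missed the threshold (exact rank-sum test, Benjamini-Hochberg adjusted p = 0.101). KDSR, which acts in ceramide synthesis, had a log2 ratio of -0.74 ± 0.68 (SD, n = 9 guides), 8 guides below the control median and an adjusted p of 0.0501 (exact rank-sum test, Benjamini-Hochberg). KDSR gained a call in 6 of 17 alternatives and HSD17B12 in 1 of 15. TECR had a z of -2.10, SPTLC1 of -0.95 and SPTLC2 of -0.74. The sterol genes FDFT1, LSS and SQLE had z of -0.21, -0.37 and 0.01.

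PIKFYVE, the gene of the kinase that apilimod inhibits, lies on chromosome 2 of hg38 from 208266255 to 208358746 and was itself in the library. Its mean log2 change was 0.08 ± 0.43 in DMSO and -0.13 ± 0.33 in apilimod (SD, n = 9 guides each). The difference between the arms had a z of -0.80, with 7 of 9 guides below the control median, and was not called (exact rank-sum test, Benjamini-Hochberg adjusted p = 0.533). Against the control guides, PIKFYVE was lower in apilimod (exact rank-sum test, Benjamini-Hochberg adjusted p = 0.0482) and not in DMSO (adjusted p = 0.911 in the same test). In apilimod the median of all gene scores was -0.04, against 0.22 for the control guides. By this test 862 of 2969 genes were lower there. The call alone therefore does not show an effect particular to PIKFYVE.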

Values the study reported

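The study ran 2 screens in MIA PaCa-2 cells, with apilimod at 100 nM for 14 days and at 2 μM for 17 days. From the lower dose it named FASN, ACACA, SLC25A1, ELOVL1 and HSD17B12.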

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

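All tests in this part were chosen after the data were seen.

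Guides too rare in the initial population for the comparisons gave a signal in apilimod that the DMSO library lacked. Of 1630 guides with fewer than 100 initial counts, 127 had over 400 counts in apilimod and 1 did in DMSO. They included 9 of the 12 control guides in this range, and the 118 gene-targeting guides fell on 116 genes.

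Of the guides that were kept, the 20 controls with at least 100 and under 200 initial counts had a median log2 change of 1.91 in apilimod, against 0.21 in 2216 gene-targeting guides of this range. Counting error in the initial library would raise them in DMSO as well, where their median change was -0.06 (95% bootstrap interval -0.27 to 0.22), which argues against it. Growth of a few clones stays open: 15 of the 20 were higher in apilimod than in DMSO by over 0.5 on the log2 scale, but their median ratio of 1.60, seen beforehand, fixed that outcome. A bias by GC content in the apilimod library stays open as well: over 2207 rare gene-targeting guides the Spearman correlation of coding GC with the log2 ratio of apilimod to DMSO was -0.18 (guides are not independent replicates), but the quintile of lowest GC had a median ratio of 0.53 against 1.60 in the controls, whose sequences are not in the deposited counts. No biological explanation was tested.

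FASN, SLC25A1, ACACA and ELOVL1, the called genes of fatty acid synthesis and elongation, could have been lowered by a trend with GC or by rare guides, since z was lower at higher coding GC over 2956 genes (Spearman correlation -0.24 across genes, which are not independent). Their median z was -4.73 (from -6.62 to -3.93) as reported and -4.87 (from -6.85 to -4.08) once the GC and abundance trend was removed, which argues against that trend; 2 of the 4 were called then and 1 before removal, both against all guides of the library, a wider null than the control guides. With guides of at least 300 initial counts the median z was -4.11 over the other 3 genes, of which ELOVL1 was called, ACACA was at -5.33 and SLC25A1 at -2.68, and the 5 FASN guides above that count, too few for a score, had a median log2 ratio of -1.88 (from -3.57 to -0.64), which argues against rare guides as the whole cause. A dependence on fatty acid synthesis under PIKfyve inhibition, the treatment the design names, stays a hypothesis. The 4 genes were picked because they were called lower. In the fatty acid synthesis list 8 of 11 genes had a z below 0. The other 3 lay above 0, with ACLY at 1.71 and SCD at 4.09 among them. The ratio of ELOVL1 includes its rise in DMSO, with scores of 0.62 there and -0.42 in apilimod. A difference between single cultures stays open, because each arm had 1 library.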

How the results depend on the processing

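The settings with N-glycosylation genes as the reference and with the GC and abundance trend removed were chosen after the data were seen. No paired analysis was possible because each group had 1 library. Other normalizations add a constant to every guide of an arm and cannot change the guide tests, but division by the median control count moved the median gene score to -0.15 in DMSO and -0.35 in apilimod (a ratio of median counts, which is not the median of the guides' ratios). With all guides as the null, lower and higher genes numbered 126 and 0 in DMSO, 112 and 1 in apilimod, and 1 and 2 between the arms, and 1 study-named gene was called. With that null and the GC and abundance trend removed as well, they were 129 and 0, 118 and 0, and 3 and 3, with 2 study-named genes. The permutation test against control guides gave 969 and 43 in DMSO and 3 higher in apilimod. Without each gene's most extreme guide 6 were higher in DMSO, and 5 lower and 1 higher between the arms, with 2 study-named genes. A minimum of 300 counts gave 13 higher in apilimod (12 with no minimum), and 9 lower and 1 higher between the arms, with 2 study-named genes. Between the arms, no scaling gave 36 lower and 1 higher, the N-glycosylation reference 10 and 34, and a pseudocount of 10 gave 1 higher. The causes were not tested.

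Of 399 values of 24 named genes between the arms, 300 kept direction and call, 74 lost the call and 8 gained it. The 300 include values under other normalizations, which cannot change the test, so these were fixed in advance. The counts of alternatives given for each gene include them too. FASN kept both in the 16 alternatives that gave it a value, all but the minimum of 300 counts, with z from -8.96 to -4.39. Reversals concerned genes that were not called. SQLE moved to -0.06 and -0.12 with a minimum of 30 counts and none, -0.01 with at least 8 guides, -0.07 with the median score, -1.33 without the most extreme guide, -0.02 when thinned, -0.69 with the N-glycosylation reference, -0.39 with the trend removed and -0.23 with even-numbered guides. FDFT1 moved to 0.17 (300 counts) and 0.21 (without the most extreme guide), LSS to 0.16 (without the most extreme guide) and 0.21 (odd-numbered guides), SPTLC1 to 0.31 (no minimum), and SPTLC2 to 0.14 (30 counts), 0.09 (no minimum) and 0.07 (even-numbered guides). Among lists, heme and iron-sulfur synthesis moved to percentile 25.7 without scaling, and N-glycosylation to 68.9 as its own reference. Both of these values came inside the central 95%. Of 210 list values, 11 more came inside it and 17 left it. Ether lipid synthesis came inside with a minimum of 30 counts (95.5) and the N-glycosylation reference (94.1), as did heparan and chondroitin sulfate synthesis with that reference (96.1). Fatty acid synthesis left it by mean z (0.03), matched on the DMSO score (2.48) and with that reference (0.50). Named genes of each arm against the initial population kept their direction, and their call in 162 of 175 values in DMSO and 156 of 174 in apilimod. These values include the other normalizations and the median score, which leave the guide test of each arm unchanged. Thinning to the lowest library total left 17 lower and 3 higher genes between the arms. The totals ran only from 24695476 to 26276517 counts, so thinning removed little. It cannot show whether depth limited the calls.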

Other observations

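All tests in this part were chosen after the data were seen, and so were the genes named here beyond those of the report.

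Called genes outside the 10 of lowest z in apilimod against DMSO included WWOX, an oxidoreductase and tumour suppressor, with a log2 ratio of -0.60 ± 0.40 (SD, n = 10 guides), and NADK, which phosphorylates NAD to NADP, at -0.53 ± 0.37 (SD, n = 10 guides). ASNA1, which inserts tail-anchored proteins into the endoplasmic reticulum membrane, was at -0.69 ± 0.46 (SD, n = 10 guides). PLA2G2F, a secreted phospholipase, was at -0.53 ± 0.52 (SD, n = 9 guides) and KCNB2, a potassium channel gene, at -0.50 ± 0.53 (SD, n = 10 guides). For each, 8 or 9 guides lay below the control median, with Benjamini-Hochberg adjusted p-values of the exact rank-sum test from 0.00251 for WWOX to 0.0425 for PLA2G2F. None of these genes was called by the permutation test, against all guides of the library or with the GC and abundance trend removed. Without each gene's most extreme guide, WWOX alone among them kept its call. NADK and PGD both act in the supply of NADPH, which fatty acid synthase uses.

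The genes of de novo pyrimidine synthesis had high values in apilimod against DMSO, with z of 6.42 for CAD, 6.41 for DHODH and 4.41 for UMPS, of which CAD was called and DHODH and UMPS were not. The scaling to a list that holds these genes stays open, because without it the median z was 4.57 (from 3.17 to 4.89) but CAD was no longer called, nor were DHODH and UMPS. Selection of genes at the low end of DMSO stays open: 0 of 10000 random sets of genes of like average score had as high a median z, but the genes were picked for having the highest z, which fixed that outcome. Guides near 0 counts in DMSO stay open, because the 13 of 27 guides with at least 100 counts there had a median log2 ratio of 0.37 (95% bootstrap interval -0.01 to 1.27). A different number of cell divisions in the arms was not tested and stays open.

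Whether loss of de novo pyrimidine steps may cost less under apilimod than loss of de novo purine steps is a hypothesis that these values cannot test, because the pyrimidine genes were picked for their z. The mean z was 5.75 over the 3 pyrimidine genes and -0.26 over 6 purine genes (PPAT, GART, PFAS, PAICS, ADSL and ATIC), a difference of 6.00 (two-sided exact permutation p = 0.0119, the smallest that 84 splits of 9 genes can give). That p restates the observation that prompted it and is no evidence for the hypothesis.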
